A study of Arillastrum gummiferum with 6 samples. Its data were reported in "Transcriptome data from three endemic Myrtaceae species from New Caledonia displaying contrasting responses to myrtle rust (Austropuccinia psidii)" (2019).

How the data were processed

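Leaf RNA of 6 plants of Arillastrum gummiferum, a tree of the Myrtaceae endemic to New Caledonia, was sequenced. The plants stood in a nursery and were exposed to natural infection by myrtle rust, a disease caused by the fungus Austropuccinia psidii. Per the labels, 3 plants were infected and 3 were healthy, here called non-infected. Plants classed as infected had shown symptoms at sampling or at an earlier inspection. The labels also give the leaf age. Infected replicates 1 and 2 were young leaf, while infected replicate 3 and the 3 non-infected replicates were mature leaf. The study's methods state instead that the youngest leaves present were taken from every plant, and this conflict was not resolved, so every comparison by leaf age here rests on the labels alone. Replicates are separate plants and were numbered in the order of their records, so equal numbers do not pair plants.

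The authors prepared poly-A selected paired-end libraries with a TruSeq RNA kit and trimmed the reads with cutadapt, then filtered them by mean quality with a separate script. They mapped the reads with HISAT2 2.04, as named in the submitters' processing notes, to the genome of the related species Eucalyptus grandis (build Egrandis1_0, per the deposited description of the files). Reads of genes that diverged between both species can be lost in this step. The authors stated that multimapped reads were removed with SAMtools, but the stated quality setting sets no minimum mapping quality, so sharing of reads between near-identical paralogs cannot be excluded. The read counter and its use of strand are not given in the sources used here. The deposited count table holds unnormalized read counts of 43432 genes, of which 48 are tRNA rows. Low counts were more often even than odd in all libraries, with 58.7% to 61.5% even values among counts of 2 to 11 against 49.5% to 51.1% among counts of 30 to 129. Counting both mates of a pair singly would give such values, in which case the counts overstate the number of independent fragments, but the counting was not settled here. The deposited RPKM values equal the count divided by the gene length in the table and by the library total, with no further scaling. The deposited edgeR table of the authors, made with edgeR 3.14.0 and a common dispersion, gives log2 fold changes, mean log2 CPM, p-values and adjusted p-values for 27293 genes.

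The library totals were 19442577, 20544462 and 18820146 counts for infected replicates 1 to 3, and 22655218, 23665553 and 16169683 counts for non-infected replicates 1 to 3. A count of 0 was bounded at 3 counts per library, which is 0.168 CPM in infected replicate 3. Such bounds cover counting error only, since PCR copies are not independent molecules. If both mates of a pair were counted singly, the bounds are too low even for that error.

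The design, the filter, the thresholds, the gene lists and the rule for named genes were fixed before the data were examined. Genes with a summed CPM above 1 and a count above 0 in at least 2 libraries were kept (32747 genes). After the data were examined, the rows of the deposited table were found to be exactly the genes above 1 CPM in at least 2 libraries, and this filter was added as an alternative. Counts were scaled by TMM and tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood test, with Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change of 1 or more. The first comparison set the 3 infected against the 3 non-infected libraries without covariate. A second fit had 3 levels (non-infected, infected mature leaf, infected young leaf), from which the contrasts of infected mature leaf with non-infected and of infected young with infected mature leaf were taken. Here the single infected mature library was assumed to vary like the other libraries. The contrast of infected young leaf with non-infected was added after the data were examined. Standard errors of log2 fold changes were derived from the fold change and the F statistic.

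The files do not pair gene IDs with names, so 28 genes that the study named as over-expressed in infected plants of its 3 species (the study list) were the only named genes, together with at most 2 IDs that rose and 2 that fell. As no gene was called between infected and non-infected plants, these IDs were taken from the contrasts of the 3-level fit after their values were seen. The product names are those of the study's list, which names LOC104415213 a major allergen, while the study's text counts this gene among the chitinases; the list was followed here. Of 33 name patterns fixed for gene families, 8 matched members of the study list and the others could not be applied. The study list, the chitinases and the PR-10 proteins had at least 5 members and were tested by camera with a preset inter-gene correlation of 0.01, by camera with an estimated correlation and by fry (limma 3.58.1), with adjustment over these 3 lists within each contrast. List levels are means of log2(CPM + 0.5), and single values of groups were compared by two-sided exact permutation tests, for which 3 against 3 libraries give no p under 0.1. Spearman correlations and principal components used the same log2 values. The list level was also correlated with RIN, the ratio of large to small ribosomal RNA and the RNA concentration of the labels across the 6 libraries, chosen after the data were examined.

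The procedure was tested on simulated counts for infected against non-infected with the library sizes and gene means of these data. Recovery was counted at an adjusted p under 0.05 with the right sign and no fold threshold. False calls also needed an absolute log2 fold change of 1 or more. With a dispersion of 0.05 in 32394 genes, the quasi-likelihood test recovered 50.0% of genes changed by a log2 fold of 1, and 100.0% at log2 folds of 2 and 4, with 9 false calls. With gene-wise dispersions as estimated from these libraries in 32037 genes, it recovered 0% at a log2 fold of 1, 1.25% at 2 and 50.0% at 4, with 0 false calls. The common-dispersion exact test then recovered 0%, 6.25% and 92.5%, with 317 false calls.

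Alternatives were RLE, upper-quartile and no composition scaling, filterByExpr and no filter, DESeq2 1.42.0, exact tests with common and tagwise dispersion, limma-voom, limma-trend on log2(RPKM + 1) and log2(RPKM + 0.1), glmTreat against a 1.5-fold change, leaf age or RIN (RNA integrity number, from the labels) as a covariate, list members with a mean CPM of at least 1, and leaving out each replicate. The robust quasi-likelihood fit and the filter of the deposited table were added after the data were examined, as were the list tests in the contrasts of the 3-level fit, all settings of the added contrast and the left-out replicates in the contrast of infected young with infected mature leaf. Figures were drawn with matplotlib 3.10.9.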

Results

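Gene expression was measured by RNA-seq in leaves of 6 Arillastrum gummiferum plants, of which 3 were infected by myrtle rust and 3 were non-infected. The total count per library lay between 16169683 and 23665553. Infected replicates 1 and 2 were young leaf, infected replicate 3 was mature leaf, and the 3 non-infected replicates were mature leaf. No young leaf of a non-infected plant was analysed here, so infection and leaf age are mixed in the comparison of both phenotypes. RIN was 8.07 ± 0.231 (SD, n = 3) in infected and 7.23 ± 0.289 (SD, n = 3) in non-infected plants, and each infected plant had a higher RIN than each non-infected plant (two-sided exact permutation p = 0.1, the smallest this design allows). The infected mature library had the lowest ratio of large to small ribosomal RNA, at 1.5 against 2.3 to 3.4 in the other libraries, and the highest RNA concentration, at 843 ng per microlitre against 98 to 531.

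Plants were first compared by their whole expression profile, to see whether plants of one phenotype resembled each other. The 3 non-infected libraries were alike, with Spearman correlations of 0.920 to 0.948 across genes. The infected libraries were less alike. Infected replicates 1 and 2, both young leaf, had a correlation of 0.905, and infected replicate 3 had a correlation of 0.877 with replicate 1 and of 0.766 with replicate 2. The infected mature library had correlations of 0.798 to 0.838 with the non-infected libraries. Those of infected replicate 1 with the non-infected libraries were 0.837 to 0.876, and those of infected replicate 2 were 0.814 to 0.854. By this measure infected replicate 2 was closer to each non-infected library than to infected replicate 3. The 6 libraries were treated as separate plants by their labels. No pair agreed within counting noise (chi-square per degree of freedom of at least 80.3), which shows only that no library's counts were deposited more than once. The 10 most abundant genes took 3.41% ± 0.495 (SD, n = 3) of the counts in infected and 5.13% ± 0.717 (SD, n = 3) in non-infected plants (two-sided exact permutation p = 0.1).

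**Figure D1:**
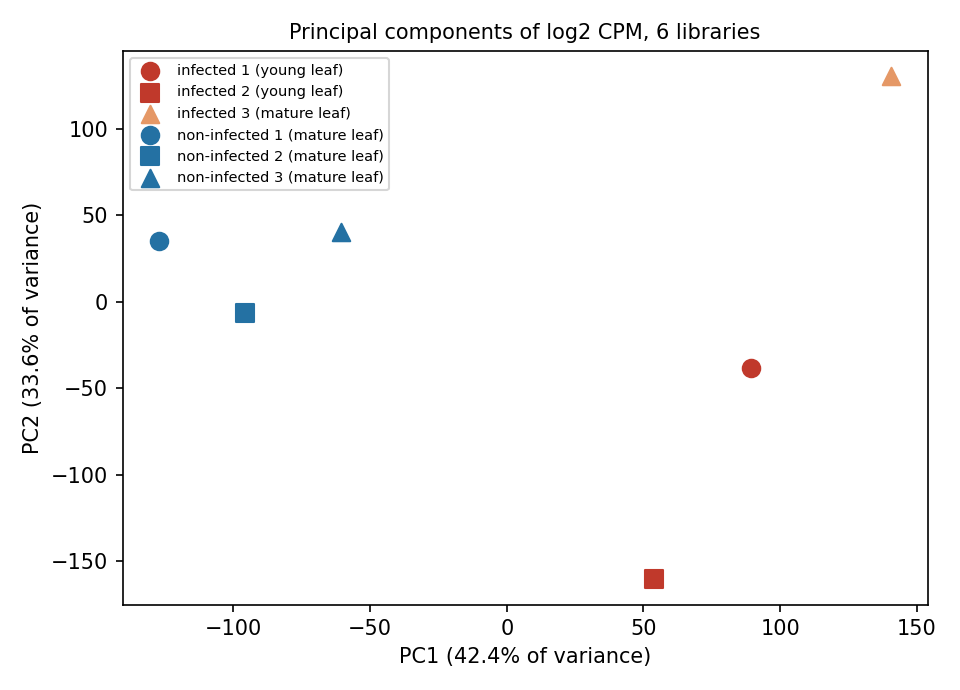
Principal components of log2 CPM of the 6 libraries, with PC1 (42.4% of the variance) on the x axis and PC2 (33.6%) on the y axis; each point is 1 plant, red for infected young leaf, orange for infected mature leaf and blue for non-infected. The infected plants lie at 53.9 to 140.6 on PC1 and the non-infected plants at -127.1 to -60.8, while infected replicates 2 (-160.7) and 3 (130.5) lie at opposite ends of PC2.

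The comparison of infected with non-infected plants asked which genes accompany the disease. Most of the 28 genes of the study list, mostly of classes known from plant defence, were abundant in both infected young libraries and scarce in the infected mature library. Exceptions were both polyphenol oxidases, whose level in the infected mature library lay between those of the young ones. The miraculin-like gene was low even in the young libraries, at 1.20 and 5.28 CPM. The geometric mean of the list was 38.6 and 118 CPM in infected replicates 1 and 2 and 0.902 CPM in infected replicate 3. In non-infected replicates 1 to 3 it was 0.864, 7.40 and 1.26 CPM. All 28 had a positive log2 fold change in infected against non-infected plants, with a median of 4.49. As a mean of log2 values, the list stood at 4.22 ± 3.33 (SD, n = 3) in infected and 1.42 ± 1.37 (SD, n = 3) in non-infected plants (two-sided exact permutation p = 0.3). The study chose this list on these and other samples, so its direction is not independent evidence.

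Among the list were 8 chitinases, enzymes that cleave the chitin of fungal cell walls. Their geometric mean was 34.1 and 207 CPM in infected replicates 1 and 2, 0.339 CPM in infected replicate 3, and 0.553, 7.67 and 0.815 CPM in the non-infected replicates. The endochitinase PR4-like gene LOC104456214 had 88.8 and 739.8 CPM in the infected young libraries, 0.280 CPM in the infected mature library and at most 16.3 CPM in a non-infected library. The 11 genes of the PR-10 class, which holds pathogenesis-related proteins similar to major tree allergens, had geometric means of 82.7 and 216 CPM in the infected young libraries, 1.52 CPM in the infected mature library and 2.58, 19.5 and 4.53 CPM in the non-infected replicates. LOC104438326, a gene for a protein similar to STH-2, had the highest log2 fold change of the list (7.05, SE 2.18). Most members of each of these 2 families share a product name, and their single values are uncertain as reads may be shared, which was not measured.

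The polyphenol oxidases, enzymes that oxidize phenols to quinones, were the only list genes with all 3 infected libraries above all 3 non-infected ones. LOC104441046 had 34.7, 57.5 and 42.9 CPM in infected replicates 1 to 3 and at most 1.62 CPM in a non-infected plant, with a log2 fold change of 6.01 (SE 0.97). LOC104428733 had 1.73, 4.36 and 3.08 CPM against at most 0.123 CPM, with a log2 fold change of 5.75 (SE 1.02). Both rose when adjusted over the list alone (adjusted p = 0.0144 for each, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is not independent evidence as the study chose the list on these samples, and neither passed over all genes (adjusted p = 0.0962 for each). None of the other genes passed over the 28 genes or over all genes in this comparison.

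The remaining list genes followed the chitinases in that both infected young libraries were high. The WRKY gene LOC104445691, of a family of transcription factors that regulate defence genes, had 30.5 and 74.6 CPM in the infected young libraries, 0.560 CPM in the infected mature library and at most 1.54 CPM in a non-infected one. The ACC oxidase homologs LOC104447583 and LOC104447594 had 22.1 and 29.4 CPM and 27.6 and 41.3 CPM in the infected young libraries, with 0 and 2 counts in the infected mature library. The cationic peroxidase gene LOC104430480 had 18.7 and 12.7 CPM in the infected young libraries and at most 0.955 CPM elsewhere. The miraculin-like gene LOC104425880 had 1.20 and 5.28 CPM there and at most 0.166 CPM elsewhere. The uncharacterized gene LOC104422218 had 22.5 and 57.1 CPM there, and at most 5.36 CPM elsewhere. The lichenase gene LOC104450568, of the beta-glucanases, was the exception, with 121 and 620.3 CPM in the infected young libraries but also 124 CPM in non-infected replicate 2.

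**Figure D2:**
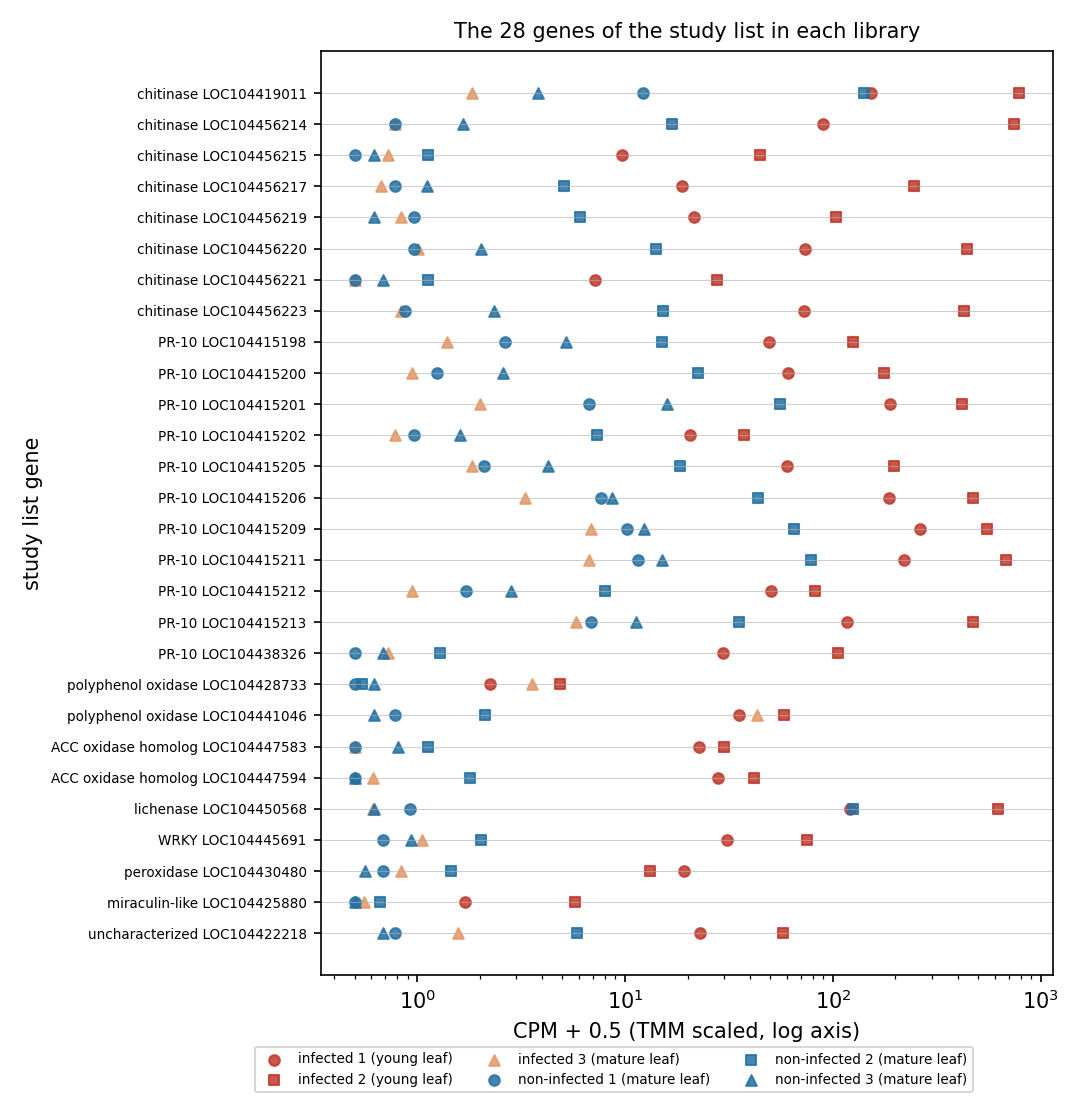
Level of the 28 genes of the study list in the 6 libraries, as CPM + 0.5 on a log axis (x) for each gene (y); each point is 1 plant, red for infected young leaf, orange for infected mature leaf and blue for non-infected. Both infected young libraries lie above all non-infected libraries in 27 genes, and the infected mature library does so in 2, the polyphenol oxidases.

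The study chose its list on samples that include these, so set tests of the list and its families in this comparison are not independent evidence. As a set, the study list was higher in infected plants than other genes by camera with the preset correlation (adjusted p = 2.87e-07). This call was lost with an estimated correlation (adjusted p = 0.406 with an estimated correlation). The estimated correlation was 0.872 for the list, 0.976 for the chitinases and 0.987 for the PR-10 genes. By fry, which tests the list against no change and not against other genes, the adjusted p was 0.290. The chitinases (median log2 fold change 5.18, adjusted p = 0.0113) and the PR-10 genes (median 3.25, adjusted p = 0.00535) passed camera with the preset correlation and were also lost with an estimated correlation (adjusted p = 0.406 with an estimated correlation for each). Both calls were lost as well without infected replicate 2, where the medians were 2.74 and 1.89 (camera adjusted p = 0.238 for each), and the medians were 7.33 and 4.64 without non-infected replicate 2. The median of the list was 2.63 without infected replicate 2 and 6.82 without non-infected replicate 2, and it turned to -2.70 with leaf age (camera adjusted p = 0.0988) and to -4.60 with RIN as a covariate (camera adjusted p = 4.31e-07). With RIN, the chitinases (camera adjusted p = 0.000137) and the PR-10 genes (camera adjusted p = 9.22e-06) passed in the opposite direction too. Only the preset correlation was run with RIN, which among infected plants was lowest in the mature one and so is not independent of leaf age. The fit with leaf age is the same as the contrast of infected mature leaf with non-infected below.

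Over all 32747 genes, edgeR's quasi-likelihood test called 0 genes between infected and non-infected plants, the lowest adjusted p being 0.0962. This lowest value was shared by 491 genes, and 833 genes had an adjusted p under 0.1 in this test. At an unadjusted p under 0.05 there were 7531 genes (23.0%), of which 3875 were at least 2-fold higher and 2261 at least 2-fold lower in infected plants. The median log2 fold change over all genes was 0.12 with TMM scaling and was not subtracted. With upper-quartile scaling it was 0.04, and the same thresholds gave 3530 higher and 2572 lower genes. The number of calls depended on the test. DESeq2 called 4785 genes, the exact test called 4040 with common and 3135 with tagwise dispersion, limma-voom called 0, and limma-trend called 0 on log2(RPKM + 1) and 2 on log2(RPKM + 0.1). The common dispersion was 0.419, a biological coefficient of variation of 64.7%.

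Infected mature leaf was then compared with non-infected mature leaf, which sets the leaf age equal but rests on 1 infected plant. Most of the study list was not higher in this plant. Of the 28 genes, 26 had a negative log2 fold change, with a median of -2.70, or -2.50 when the 2 genes with 0 counts were set at their bound. The infected mature library lay below all 3 non-infected libraries in only 14 of the 28. The PR-10 genes were lower as a set by camera with the preset correlation (median -2.79, adjusted p = 0.0192) but not with an estimated correlation (adjusted p = 0.708 with an estimated correlation). The study list (camera adjusted p = 0.0988) and the chitinases (median -3.74, camera adjusted p = 0.0988) did not pass. The list median was -1.01 without non-infected replicate 2 (camera adjusted p = 0.751), and the list passed without non-infected replicate 1 (median -3.21) or 3 (median -3.15). Without non-infected replicate 2 the median was -1.33 for the chitinases and -1.45 for the PR-10 genes, and the chitinases passed without non-infected replicate 1 (median -4.33, camera adjusted p = 0.00895). The polyphenol oxidases LOC104441046 and LOC104428733 had log2 fold changes of 5.93 and 5.77 and rose when adjusted over the list alone, while over all genes they did not pass edgeR's quasi-likelihood test (adjusted p = 0.0749 and 0.0805).

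The quasi-likelihood test called 14 genes in this contrast, of which 6 rose and 8 fell, and 7672 genes had an unadjusted p under 0.05. With 1 infected mature plant, its spread was assumed and not measured, so a change private to this plant cannot be separated from infection. LOC104414700 rose, with 29.9 CPM in the infected mature library against 0.0841 ± 0.0380 CPM (SD, n = 3) in non-infected plants (log2 fold change 8.41, SE 0.60, adjusted p = 0.0480 by edgeR). It also had 28.8 and 14.5 CPM in the infected young libraries. This gene was picked from the 6 risen calls by its rank in the comparison of infected with non-infected plants. That comparison includes the young libraries, so the choice favoured their agreement, and the other risen calls need not share it. LOC104416198 fell from 44.3 ± 6.01 CPM (SD, n = 3) in non-infected plants to 0 counts, 264-fold lower at the bound of 3 counts. In the infected young libraries it had 3.13 and 2.59 CPM. LOC104438932 fell from 41.6 ± 6.26 CPM (SD, n = 3) to 0 counts, 247-fold lower at this bound. Its level in the infected young libraries was 6.93 and 5.04 CPM. Both folds would be smaller if mates were counted singly. The adjusted p of both was 0.0480 by edgeR. The count of calls was 0 without any 1 of the non-infected replicates and 0 without composition scaling, and it was 563 and 632 without infected replicate 1 or 2.

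Infected young leaf was compared with non-infected mature leaf, a contrast in which infection and leaf age cannot be separated. All 28 list genes had a positive log2 fold change, with a median of 5.05, and 26 rose when adjusted over the list alone, against 0 over all genes (edgeR's quasi-likelihood test). The study chose the list on samples that include these, so neither its direction nor its tests here are independent evidence. By camera with the preset correlation the list was higher than other genes (adjusted p = 6.47e-21), but not with an estimated correlation (adjusted p = 0.169 with an estimated correlation). Against no change, the adjusted p by fry was 0.0445. The median was 5.76 for the chitinases (camera adjusted p = 1.49e-06) and 3.82 for the PR-10 genes (camera adjusted p = 1.37e-10), and both calls were lost with an estimated correlation (adjusted p = 0.169 with an estimated correlation for each). Without infected replicate 2 the median was 3.59 for the list, 3.73 for the chitinases and 2.88 for the PR-10 genes, and without non-infected replicate 2 it was 7.39, 7.93 and 5.22. Over all genes the test called 1 gene, LOC104414515, and 7586 genes had an unadjusted p under 0.05. LOC104414515 had 156 and 221 CPM in the infected young libraries, 2.30 CPM in the infected mature library and 0.516 ± 0.129 CPM (SD, n = 3) in non-infected plants, with a log2 fold change of 8.49 (SE 0.38, adjusted p = 0.0267 by edgeR). The call was lost without infected replicate 2 or any 1 of the non-infected replicates, and 4 genes were called without infected replicate 1.

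The last contrast set 2 infected young plants against the 1 infected mature plant, so the spread between infected mature plants was assumed and not measured. The study list was higher in both young plants than in this plant, except for both polyphenol oxidases in infected replicate 1, with a median log2 difference of 7.03, or 6.86 with the 2 genes at 0 counts set at their bound. As the list was chosen on samples that include these plants, its tests in this contrast are not independent evidence. Of the 28 genes, 20 passed, all higher in young leaf, when adjusted over the list alone and 0 over all genes by edgeR's quasi-likelihood test. The 20 held 6 of the 8 chitinases (median log2 difference of the family 9.24), all 11 PR-10 genes (median 6.64), the WRKY gene, the peroxidase gene and the ACC oxidase homolog LOC104447583. The polyphenol oxidases had log2 differences of 0.11 (SE 1.18) for LOC104441046 and -0.02 (SE 1.13) for LOC104428733. Camera with the preset correlation called the list (adjusted p = 1.52e-16), which was lost with an estimated correlation (adjusted p = 0.172 with an estimated correlation). Against no change, the adjusted p by fry was 0.152. The quasi-likelihood test called 0 genes over all genes, and 5020 genes had an unadjusted p under 0.05. No tool other than edgeR was run for this contrast. Without infected replicate 2 the median was 6.09 for the list and 6.99 for the chitinases, and without infected replicate 1 it was 7.54 and 10.01.

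The authors' deposited table lists 27293 genes. At an adjusted p under 0.05 and a 2-fold change, it calls 3463 genes (12.7%), of which 2792 were higher and 671 lower in infected plants, and all 28 list genes are among the higher ones. The common-dispersion exact test refitted here on the same genes called the same 3463 genes. Of the higher calls in the authors' deposited table, 1316 (47.1%) had all 3 infected libraries above all non-infected ones. Chance without any effect gives 10% of unselected genes in both directions together, which is no comparator for genes already called in 1 direction. In 752 (26.9%) both infected young libraries but not the infected mature one lay above, and in 705 (25.3%) the infected mature one lay above but not both young ones. A single library held over 80% of the summed CPM in 407 of the higher calls. Of the lower calls in that table, 556 (82.9%) had all infected libraries below all non-infected ones. Of the 3463 calls, 2625 had an unadjusted p under 0.05 in the quasi-likelihood test.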

Values the study reported

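With reads mapped on the Eucalyptus grandis genome, the study reported 27,294 genes for A. gummiferum. It counted 3463 of them as differentially expressed in infected plants under a common dispersion, which it gave as 12.69%. Of these, 2792 were over-expressed and 671 under-expressed. Across its 3 species the study found 33 over-expressed genes in common, of which 28 had an identified product. By multidimensional scaling, the study described A. gummiferum plants of one phenotype as clustering together. That plot is a different measure from the Spearman correlations given above.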

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

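The tests of leaf age, paralogs, RNA quality and a wrong label below were chosen after the result was seen. What stood out was a difference between infected plants of different leaf age. The study list was higher in infected young than in infected mature leaf, with a median log2 difference of 7.03 in the direct contrast. That contrast rests on a single infected mature plant, and the list was chosen on samples that include these plants. The chitinases differed by a median of 9.24 (camera adjusted p = 2.06e-06) and the PR-10 genes by a median of 6.64 (camera adjusted p = 9.30e-12), both with the preset correlation. The adjusted p was 0.172 with an estimated correlation for each of these lists.

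For the study list, the tables argue against reads shared between paralogs within the list as the whole cause. The 5 list genes whose product and family occur once in the list had a median log2 difference of 5.71 and a lowest one of 5.22. A swapped label is not decided. The highest Spearman correlation of the infected mature library with a non-infected library was 0.838, below the lowest of 0.920 among the non-infected libraries. A divergent plant of either phenotype could give this, and the correlation with infected replicate 2 was lower, at 0.766. Whether the leaf age labels are right was not tested. Still open are sharing within the families, whose estimated correlation in this contrast was 0.935 for the chitinases and 0.970 for the PR-10 genes, sharing with genes outside the list, which was not tested, leaf age, as there were 0 young libraries of non-infected plants, and disease stage, which was not tested. RNA quality is open too: despite a RIN above all non-infected libraries, the infected mature library lay at -0.93 log2 units from the non-infected mean, within their SD of 1.37. A first rule, any value below that mean, had argued against RIN, and the bound of 1 SD that leaves it open was set after the value was seen. Across the 6 libraries, Spearman's rho of the mean log2 CPM of the list with the ratio of large to small ribosomal RNA, lowest in the infected mature library, was 0.886 (two-sided exact permutation p = 0.0333) and Pearson's r was 0.739 (exact permutation p = 0.0861). For RIN, rho was 0.794 (exact permutation p = 0.1) and r 0.778 (exact permutation p = 0.0833), and for the RNA concentration rho was -0.657 (exact permutation p = 0.175) and r -0.774 (exact permutation p = 0.0653). None passed when adjusted over these 3 measures (adjusted exact permutation p = 0.0861 for each r, and 0.1, 0.15 and 0.175 for the rho of the ratio, RIN and the concentration). Without the 2 libraries farthest from the median of each measure, r was 0.798 for the ratio (without infected replicate 3 and non-infected replicate 1), 0.695 for RIN (without non-infected replicate 1 and infected replicate 1, which is tied with infected replicate 2) and -0.548 for the concentration (without infected replicates 2 and 3). The exact permutation p was 0.25, 0.417 and 0.458, so all 3 measures stay open.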

How the results depend on the processing

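The results stood mainly on the choice of test, on the covariates and on single plants. The settings added after the data were examined were the robust fit, the filter of the deposited table, every setting of the contrast of infected young leaf with non-infected, the list tests in the contrasts of the 3-level fit, and the left-out replicates in the contrast of infected young with infected mature leaf. No paired analysis was possible because replicate numbers follow the order of the records and do not mark shared plants or days. The contrasts with infected mature leaf could not be fitted without infected replicate 3.

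For infected against non-infected, the count of 0 calls was 0 under 14 of the alternatives fixed in advance and moved under 6 of them and under 1 added later. It was 4785 with DESeq2 (2983 higher, 1802 lower), 4040 with the common-dispersion exact test, 3135 with the tagwise exact test, 3463 with the common-dispersion exact test on the genes of the deposited table (added later), 2 with log2(RPKM + 0.1), 14 with leaf age as a covariate, and 0 to 1 when 1 replicate was left out, the call coming without infected replicate 3. For infected mature leaf against non-infected, 14 calls became 0 without composition scaling and 0 to 632 when 1 replicate was left out. The higher counts came without an infected young replicate, when the spread was estimated from the non-infected plants alone. For infected young leaf against non-infected, 1 call became 2 with upper-quartile scaling and 2 without filter, and 0 to 4 when 1 replicate was left out. For infected young against infected mature leaf the count was 0 under each alternative run. Except where a cause is given, the cause was not tested.

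The study list median of 4.49 for infected against non-infected lost its camera call with an estimated correlation (adjusted p = 0.406), as did 7.03 for infected young against infected mature leaf (adjusted p = 0.172) and 5.05 for infected young leaf against non-infected (adjusted p = 0.169). By fry, which tests a list against no change and does not bear on the camera calls, the adjusted p was 0.290, 0.152 and 0.0445. For infected against non-infected the list kept its sign and call with each replicate left out, with medians of 2.63 to 6.82. As the study chose the list on samples that include these, that is not independent evidence. For infected mature leaf against non-infected the median was -3.21 to -1.01 with 1 replicate left out, and it passed without non-infected replicate 1 (-3.21) or 3 (-3.15). The chitinase and PR-10 calls for infected against non-infected were also lost with limma-voom (medians 3.59 and 2.25) and without infected replicate 2 (2.74 and 1.89).

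With leaf age as a covariate the infection term rests on the infected mature plant. It is the same fit and contrast as infected mature leaf against non-infected, and not a separate result. The median log2 fold change was then -2.70 for the study list, -3.74 for the chitinases and -2.79 for the PR-10 genes, and 26 list genes turned, with log2 fold changes of -2.99 (LOC104415198), -4.20 (LOC104415200), -4.08 (LOC104415201), -3.31 (LOC104415202), -2.53 (LOC104415205), -2.79 (LOC104415206), -2.18 (LOC104415209), -2.47 (LOC104415211), -3.02 (LOC104415212), -1.70 (LOC104415213), -5.26 (LOC104419011), -0.88 (LOC104422218), -0.11 (LOC104425880), -0.30 (LOC104430480), -0.58 (LOC104438326), -0.38 (LOC104445691), -5.69 (LOC104447583), -1.95 (LOC104447594), -8.46 (LOC104450568), -4.38 (LOC104456214), -0.20 (LOC104456215), -3.41 (LOC104456217), -2.61 (LOC104456219), -3.37 (LOC104456220), -5.51 (LOC104456221), -4.06 (LOC104456223). With RIN as a covariate the medians were -4.60, -6.23 and -3.81. RIN was separated between both groups, and among infected plants it was 7.8 in the mature one and 8.2 in both young ones. The RIN term is thus not independent of leaf age and gives no separate check. By camera with the preset correlation, the only one run with RIN, all 3 lists passed in the opposite direction (adjusted p = 4.31e-07, 0.000137 and 9.22e-06). The same number of list genes turned, with -3.81 (LOC104415198), -6.77 (LOC104415200), -4.53 (LOC104415201), -5.47 (LOC104415202), -4.27 (LOC104415205), -2.82 (LOC104415206), -3.07 (LOC104415209), -3.36 (LOC104415211), -3.22 (LOC104415212), -2.54 (LOC104415213), -5.17 (LOC104419011), -4.15 (LOC104422218), -5.81 (LOC104425880), -1.52 (LOC104430480), -9.11 (LOC104438326), -2.78 (LOC104445691), -15.49 (LOC104447583), -10.36 (LOC104447594), -12.94 (LOC104450568), -7.44 (LOC104456214), -7.39 (LOC104456215), -4.67 (LOC104456217), -3.78 (LOC104456219), -5.68 (LOC104456220), -14.68 (LOC104456221), -6.79 (LOC104456223). LOC104447583 and LOC104456221 had 0 counts in the infected mature library, as LOC104416198 and LOC104438932 did, so their fitted values in both lists depend on the prior count and measure no fold change. At a bound of 3 counts, the first pair was at least 1.84-fold and 1.60-fold lower there than the non-infected mean. Other turned genes had few counts too. LOC104450568 had 2 counts in the infected mature library and 9, 2990 and 2 in non-infected replicates 1 to 3. LOC104425880 had 1 count against 0, 4 and 0. The infected mature library lay below all 3 non-infected libraries in only 14 of the 28 genes. The polyphenol oxidases and the IDs without names kept their sign with either covariate.

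Depth limits genes at 0 counts, which were bounded at 3 counts, or 0.168 CPM in infected replicate 3. Depth, the number of plants, the spread between them and the mixing of leaf age with infection were not compared as limits.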

Other observations

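The tests of the leaf age term, of spread as the whole cause, of carried-over reads and of the list median under other splits were chosen after the results were seen. Some genes were nearly missing from a single plant. Infected replicate 3 had 18 genes at 3 counts or fewer that had at least 100 counts in each other library, and 7 of them were at 0. The same rule gave 3 genes in non-infected replicate 3, 1 in infected replicate 1 and 0 in each of the other libraries. In the opposite sense, genes with at least 100 counts in 1 library and at most 3 in each other numbered 8 in infected replicate 3, 7 in infected replicate 2, 4 in non-infected replicate 1, 3 in infected replicate 1 and 1 in each other non-infected replicate.

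A second pattern was that the common-dispersion test made 3463 calls where the quasi-likelihood test made 0 (7531 genes at an unadjusted p under 0.05). The quasi-likelihood count is lower than the value quoted from the study above. A candidate explanation for part of this is that the called genes vary more between plants than a single dispersion allows. Over these calls the median ratio of the gene-wise to the common dispersion was 2.67, and 81.4% had a ratio above 1, against a median ratio of 0.359 over all genes of that table. Whether this is the whole cause was not decided. With the filter of the design, the exact test with tagwise dispersions still called 3135 genes against 4040 with a common dispersion. DESeq2 called 4785. Both tests pull the dispersion of each gene towards a shared value, so their counts cannot exclude spread as the whole cause. A term of its own for the infected mature library gave a common dispersion of 0.297, lower than such a term for any other library (next lowest 0.341, infected replicate 2). As this is the only infected mature plant, mixing of leaf ages cannot be told apart here from its RNA quality or a difference private to it. What else separates these tests from the quasi-likelihood test was not tested.

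Only 10 splits of the 6 libraries into 3 and 3 exist, too few for a share under 0.05. In the quasi-likelihood test the real split gave 0 calls and so did each other split. At an unadjusted p under 0.05 the real split gave 7531 genes and the highest other split 2938. The common-dispersion test gave 3463 calls against 1261 in the highest other split. For the median log2 fold change of the study list, the real split gave 4.49 and the highest other 6.17, in the split that joins both infected young libraries with non-infected replicate 2.

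A further pattern was the level of the study list in non-infected replicate 2, at 7.40 CPM against 0.864 and 1.26 CPM in the other non-infected plants. The hypothesis that this plant shows part of the programme of the infected young leaves was tested across 26034 genes outside the list, comparing its difference from the other non-infected plants with the difference of infected young from infected mature leaf. Spearman's rho was 0.185 in this plant and -0.00315 and -0.167 in the others. These 3 values share their libraries, and genes are not independent replicates. Reads carried over from the infected young libraries are argued against, since 31 other genes nearly specific to these libraries were present in this plant at a median of 0.350% of their level, against 7.54% for the list. Whether this plant had an infection without symptoms, or differs in another way, was not tested.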
